# Large scale genomic reorganization of topological domains at the *HoxD* locus

**DOI:** 10.1186/s13059-017-1278-z

**Published:** 2017-08-07

**Authors:** Pierre J. Fabre, Marion Leleu, Benjamin H. Mormann, Lucille Lopez-Delisle, Daan Noordermeer, Leonardo Beccari, Denis Duboule

**Keywords:** Regulatory landscape, Chromatin organization, Gene regulation, Topologically associating domains, TAD, Enhancer, *Hox*, CTCF, Limb development

## Abstract

**Background:**

The transcriptional activation of *HoxD* genes during mammalian limb development involves dynamic interactions with two topologically associating domains (TADs) flanking the *HoxD* cluster. In particular, the activation of the most posterior *HoxD* genes in developing digits is controlled by regulatory elements located in the centromeric TAD (C-DOM) through long-range contacts.

**Results:**

To assess the structure–function relationships underlying such interactions, we measured compaction levels and TAD discreteness using a combination of chromosome conformation capture (4C-seq) and DNA FISH. We assessed the robustness of the TAD architecture by using a series of genomic deletions and inversions that impact the integrity of this chromatin domain and that remodel long-range contacts. We report multi-partite associations between *HoxD* genes and up to three enhancers. We find that the loss of native chromatin topology leads to the remodeling of TAD structure following distinct parameters.

**Conclusions:**

Our results reveal that the recomposition of TAD architectures after large genomic re-arrangements is dependent on a boundary-selection mechanism in which CTCF mediates the gating of long-range contacts in combination with genomic distance and sequence specificity. Accordingly, the building of a recomposed TAD at this locus depends on distinct functional and constitutive parameters.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1278-z) contains supplementary material, which is available to authorized users.

## Background

Genes involved in key developmental processes are usually expressed in different tissues and at different times and hence they require particularly precise regulatory controls [1, 2]. To achieve this complexity in their transcription patterns, they often rely on the presence of multiple regulatory elements, including enhancer sequences (e.g., [3]). In addition, multiple enhancers can serve the same or a related specificity, either by acting as shadow enhancers to ensure robust transcription under adverse conditions [4–6], or by complementing one another in large regulatory landscapes to integrate and assemble various parts of one particular expression domain (e.g., [7]). In vertebrates, accumulating evidence suggests that most enhancers are located within such regulatory landscapes, often localized at some distance from the target gene(s).

The genome-wide application of chromosome conformation capture (e.g., [8]) has revealed the existence of topologically associating domains (TADs), an intermediate level of chromatin domains wherein enhancer–promoter interactions seem to be restricted and privileged [9–11]. TADs tend to be evolutionarily conserved [9, 12, 13] and are characterized by constitutive contacts and the involvement of chromatin architectural proteins. They can thus be observed in both transcriptionally active and inactive contexts. As a consequence, regulatory landscapes and their target gene(s) often overlap with TADs [14, 15]. However, the question as to whether TADs can restrict enhancer–promoter contacts or, conversely, whether enhancer–promoter contacts are instrumental in the building of a TAD remains to be clearly answered [2, 16].

Under physiological conditions, the interplay between multiple enhancers, constitutive contacts and both the nature and the extent of a particular TAD can be advantageously studied by using the *HoxD* gene cluster in embryo*. Hoxd* genes are transcribed in distinct combinations during embryonic development in a tissue- and time-specific manner, following their regulation by a series of cell-specific enhancers [7, 15, 17]. As in many other contexts, the identification of these regulatory sequences relied upon either particular histone modifications, chromatin accessibility, or the use of chromosome conformation capture (4C). A series of such long-range enhancers located in the centromeric TAD (hereafter referred to as C-DOM) are required during digit development to control the transcription of a set of target *Hoxd* genes, in particular *Hoxd13* [7, 18]. The targeted deletion of C-DOM almost entirely abrogated transcription in digits, whereas partial deletions gave intermediate outcomes, suggesting that these “regulatory islands” are all required to achieve the final and full transcription specificity [7]. However, the substitution of some regulatory islands by others through genomic rearrangements induced visible phenotypic consequences, indicating that these elements have specific features and cannot simply be inter-changed [19].

Here, we use this regulatory landscape to investigate whether various combinations of interactions between these enhancers and their target genes may occur in different cells (e.g., [20]). We also try to assess the importance of the genomic distance versus sequence specificity of these regulatory islands towards target genes by using a set of copy number variations (CNVs) including a series of nested deletions leading to important reorganizations of the C-DOM TAD. We report that the building of new TADs, after severe topological re-organization, depends on both the presence of characterized specific or constitutive interactions, including potential CTCF-driven contacts, as well as a relative distance effect, suggesting that intrinsic physical properties may also contribute to the shaping of these chromatin domains at this locus.

## Results

### The C-DOM TAD is a functional compartment for digit enhancer sequences

The C-DOM includes the core interactions between *Hoxd* genes and their digit enhancers, as defined by the interaction profile of *Hoxd13*, the main target of these enhancers within the gene cluster. To assess the dynamics of these interactions, we initially compared the contacts established by *Hoxd13* in both distal and proximal dissected limb bud cells. In distal autopod cells (presumptive digits), *Hoxd13* is transcribed robustly whereas in proximal zeugopod cells (presumptive arm), *Hoxd13* is inactive, thus allowing for a direct functional comparison as these distinct cellular domains share the same developmental origin (Fig. 1a). The examination of these 4C profiles (three different replicates) revealed the global map of *Hoxd13* contacts and allowed the identification of those interaction peaks that display the highest variation between cells where *Hoxd13* is active or inactive. In particular, contacts with islands I, II, III, and IV were increased in transcriptionally active distal cells. On the other hand, most contacts between *Hoxd13* and the telomeric TAD (T-DOM) appeared more robust in proximal cells, where the latter gene is transcriptionally inactive (Fig. 1a).

**Fig. 1:**
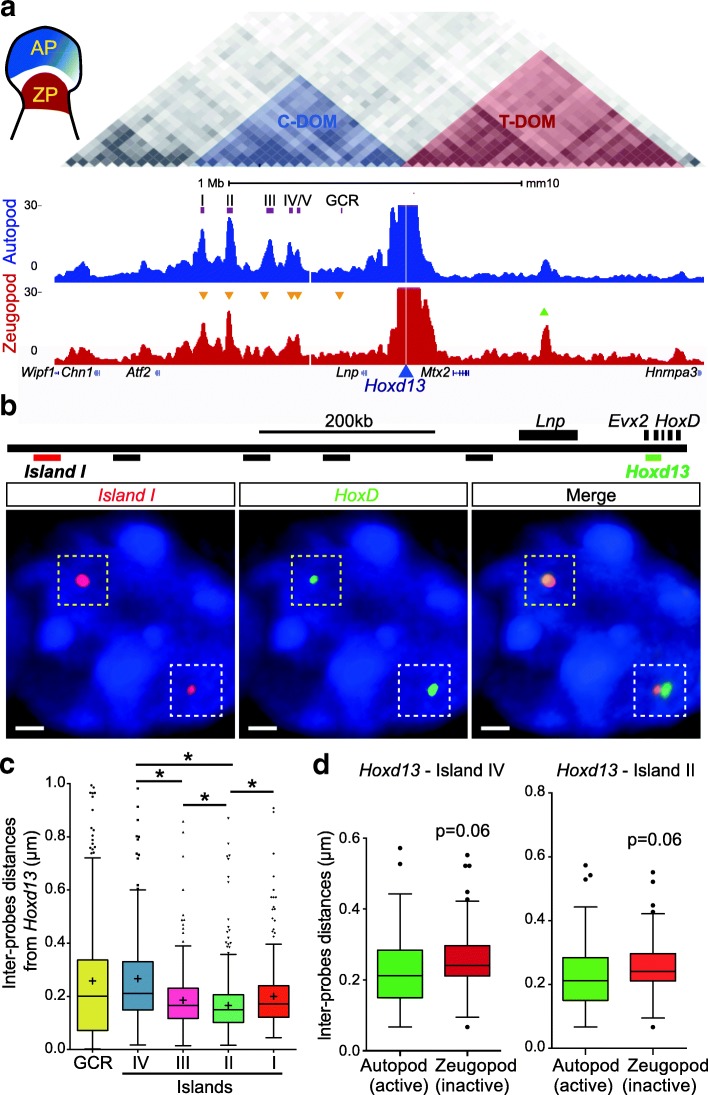
Interactions at the *HoxD* locus as seen by 3D DNA FISH and 4C-seq. **a** 4C interaction profiles (normalized signals) of *Hoxd13* in wild-type autopod (*AP*, *blue*) and zeugopod (*ZP*, *red*) cells, isolated from E12.5 embryonic mouse forelimb. The position of the TADs is highlighted on top (data from [9]). The triangles indicate statistically significant increases (*green*) or decreases (*orange*) in contacts on the main 4C peaks (*p* < 0.0001 using Wilcoxon rank test). **b** Positions of fosmid probes used for 3D DNA FISH. The images below show the FISH signals obtained for *Hoxd13* (*green*) and island I (*red*) as an example of both tightly associated signals (upper left allele, *yellow dashed square*) and separated signals (lower right allele, *white dashed square*). Scale bar: 1 μm. **c** Quantification of inter-probe distances between *Hoxd13* and the regulatory elements in autopods ranked *left* to *right*, from the closest to the furthest in terms of genomic distance. Kruskal–Wallis test was followed by Dunn’s multiple comparison tests: *p < 0.05. **d** 3D DNA FISH distances as measured in autopod (*Hoxd13* active, *green*) and zeugopod (*Hoxd13* inactive, *red*) cells from E12.5 mouse forelimbs. Both Tukey boxplot representations show shorter distances in those tissues where *Hoxd13* is active (Mann–Whitney test)

To evaluate whether such dynamic variations in interactions correlate with the position of the islands in the 3D space relative to *Hoxd13*, we performed 3D DNA FISH in distal and proximal cells (Fig. 1b) and found that, in these cells, most islands are located at a very short distance from *Hoxd13* (Fig. 1c). While such close associations were not unexpected due to the position of these islands within one TAD, we nonetheless noticed that the interaction peaks identified previously [7, 15] and in Fig. 1a as displaying a dynamic behavior were more closely associated with *Hoxd13* in distal limb bud cells where this latter gene is transcribed at high level. In particular, islands II and IV were significantly closer to *Hoxd13* in active cells when compared to inactive proximal cells (Fig. 1d).

The strongest associations revealed by 4C did not necessarily correspond to the closest genomic distances. Islands I and II, for instance, were often found within a 200-nm distance from *Hoxd13* whereas the GCR sequence, which is only weakly interacting by 4C (Fig. 1a) and island IV, was positioned further away (Fig. 1b, c). Other weak or non-interacting regions were observed at larger distances (Additional file 1: Figure S1). Such distance variations were significant (Mann–Whitney test) and well supported by the strong interaction peaks detected on islands I and II in distal cells (Fig. 1a; Additional file 1: Figure S2) [7, 15, 17, 21]. Likewise, the shortening in distance between islands I and II specifically observed in distal cells suggested that the regulatory landscape adopted globally more condensed configurations (Additional file 1: Figure S2), as shown for the entire C-DOM [22].

### Multipartite interactions

The distribution of distances observed displayed a great heterogeneity from cell to cell. Furthermore, the extent of variation was slightly different for each regulatory island, suggesting that they may occasionally contact their target gene independently from one another. We tried to assess this issue by combining three probes in a DNA FISH experiment, specific for either three different islands or two islands as well as the *Hoxd13* target gene (Fig. 2a, b), and we observed several regulatory sequences juxtaposed in the same cell (Fig. 2a). These tripartite complexes, however, displayed heterogeneous configurations (Fig. 2b), despite the use of digit cells where the transcription of *Hoxd13* is supposed to be robust and homogenous [18]. Amongst the combinations scored, the occurrence of one island being located somehow at the interface between *Hoxd13* and another island was over-represented, suggesting that some of these genomic sequences may trigger the formation of larger regulatory structures.

**Fig. 2:**
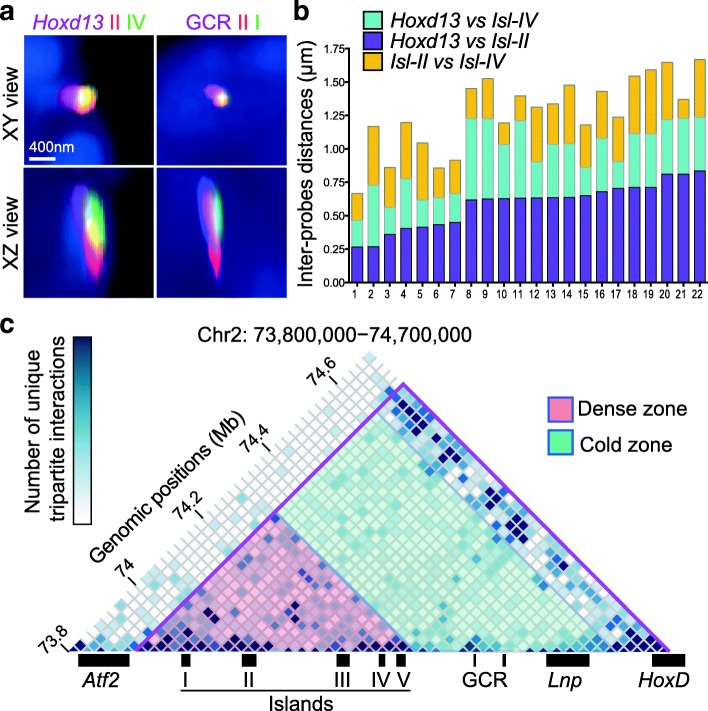
Tripartite interactions between *Hoxd13* and the regulatory islands. **a** Orthogonal projections from 3D DNA FISH (as in Fig. 1b) performed using either *Hoxd13* and two regulatory islands (*left*) or three islands (GCR, island II, and island I) in E12.5 forelimb autopod cells. Scale bar: 400 nm. **b** 3D DNA measurements showing variations in the distribution of physical distances between *Hoxd13* and island II (*purple*, *bottom*), *Hoxd13* and island IV (*cyan*, *middle*), or island II and island IV (*yellow*, *top*). **c** Heatmap of unique tripartite interactions in the centromeric TAD region generated from 4C-seq data using *Hoxd13* as a viewpoint (from *white*, corresponding to no interaction, to *dark blue*, indicating more than five unique interactions in the 20-kb bin). For each *Hoxd13*–X–Y triple interaction, the X and Y regions were assigned to a bin of 20 kb and reported into the matrix with bins of 20 kb. To avoid possible PCR artifacts, identical X–Y pairs were counted only once. Below are represented the positions of the genes and the digit enhancers. The *purple line* shows the limits of C-DOM as identified in [9]

Multiple and concomitant interactions can also be scored by using 4C-seq [23, 24] and we asked whether the complexes observed by DNA FISH could also be detected using 4C matrices (Fig. 2c). Interactions between two regulatory islands and *Hoxd13* were indeed detected and their frequencies were significantly higher in a more distant “hot zone” in the C-DOM TAD, where five regulatory islands are concentrated. In this region, 67% of 20-kb bins were detected in at least one tripartite interaction (Fig. 2c, red zone), whereas a cold zone was observed closer to the *Hoxd13* target, where only 39% of bins were involved in tripartite contacts (Fig. 2c, green zone). Altogether, these observations suggested that *Hoxd13* does not physically interact with all of its regulatory elements in every cell all the time. However, it can interact with multiple elements in the same cell at the same time.

### Regulatory versus genomic distances

Altogether, these results indicated that some regulatory islands displayed higher interactions with the target gene than others, even though they are functional in the same cell type with the same specificity and irrespective of the genomic distance. Also, enhancers located within the same sub-domain tend to establish contacts with one another. To further investigate to what extent these two parameters influence the regulatory outcome, we assessed whether the relocation of some of these particular enhancer sequences outside C-DOM would modify contacts with the target gene. We used a large inversion where the two distal islands I and II were relocated 2.4 megabases (Mb) away (*HoxD* ^*(invTpSB1-Itga6*)^) [19] and analyzed the spatial distance between *Hoxd13* and island I by using 3D DNA FISH in autopod cells. We observed a clear loss of proximity as the distance between *Hoxd13* and island I was increased (Fig. 3b, c). This separation was similar to distances we had previously observed between other segments of DNA that do not form functional gene–enhancer contacts (Additional file 1: Figure S1) [25].

**Fig. 3:**
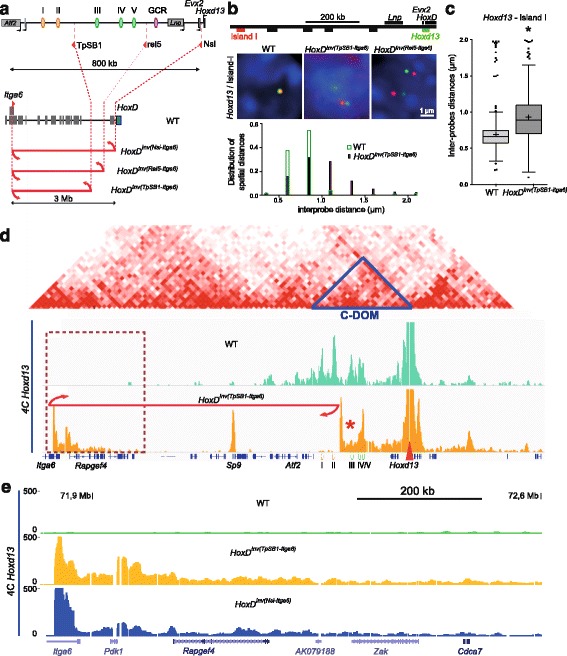
Impact of increasing distance on interactions with *Hoxd13*. **a** The large inversions displacing regulatory islands away from *Hoxd13*. **b** DNA FISH signals for *Hoxd13* (*green*) and island I (*red*) in distal limb bud autopod cells dissected from homozygous mutant embryos for either one of two large inversions. Scale: 1 μm. Below are shown the distribution of spatial distances in the wild-type (*WT*, *green*) and the inverted (*purple*) allele. **c**, Quantification of 3D distance showing the increase in distance observed in **b** (Mann–Whitney test, *p* < 0.001). **d** 4C-seq profile using *Hoxd13* as a viewpoint either in control (*green*) or the 2.4-Mb *HoxD* ^*Inv(TpSB1-Itga6)*^ inversion (*orange*). Above are aligned the heatmaps generated using data from [9] with C-DOM indicated by a *blue triangle*. The *Hoxd13* viewpoint is indicated with a *red arrowhead*. The breakpoints of the inversion are shown by the *red arrows*. The *red star* indicates the position of island III where contacts are lost in the inversion. **e** Close-up of region boxed in **d** where ectopic contacts are increased in both *HoxD* ^*Inv(TpSB1-Itga6)*^ and *HoxD* ^*Inv(Nsi-Itga6)*^ mutant samples

The 4C interaction profiles obtained in autopod cells using this large inversion showed a near complete absence of contact between either island I or island II with *Hoxd13*, confirming this increased distance (Fig. 3d) and suggesting that, to some extent, a minimal genomic distance may be required to allow and stabilize an interaction. However, increased contacts were observed in other instances over much larger distances—for instance, when using the 28-Mb *HOXD* ^*Inv(HoxDRVIII-Cd44)*^ inversion [26]. In this case indeed, a faint interacting region localized 19 Mb from the *HoxD* cluster (the *Alx4* gene promoter [25]) was re-positioned at a distance of 9.2 Mb from *HoxD*, leading to a visible decrease in distance by 3D DNA FISH (Additional file 1: Figure S3a, b) associated with a robust increase in the corresponding 4C signals (Additional file 1: Figure S3c).

In the case of the *HoxD* ^*inv(TpSB1-Itga6*)^ inverted allele, the loss of 4C contacts between island I and *Hoxd13* was compensated for by novel DNA contacts established between *Hoxd13* and the sequences relocated at the position of the displaced islands (Fig. 3d, e). These novel and ectopic contacts were discrete and of intensities comparable to those of known interactions normally occurring within this TAD. This result suggested that C-DOM had been re-organized into an interaction domain of a similar global size. This internal TAD re-organization, however, substantially impacted the contact dynamics of those islands that had not changed their genomic distances to the target gene, in particular islands III and IV, which displayed reduced peak sizes in the inverted allele (Fig. 3d, red star), whereas island V showed the opposite effect, giving rise to a global profile that resembled more that obtained with proximal, rather than distal, limb bud cells (Figs. 1a and 3d).

The extent of the contacts gained by *Hoxd13* with naive DNA sequences coming from the inversion nevertheless did not depend upon the genomic distance but instead involved some sequence specificity. Indeed, when we compared these additional contacts (Fig. 3) with those gained after using the *HoxD* ^*Inv(Nsi-Itga6*)^ allele, which inverted and thus re-localized the entire C-DOM [15] (Fig. 3e), we observed that in both cases the gained interactions span about 200 kb of the inverted DNA, with particularly strong peaks mapping on the promoter of *Rapgef4*, a gene that was brought to the vicinity of the *HoxD* locus by both inversions. Therefore, in both genomic rearrangements, this gene acted as a landmark in the building of new interaction domains, regardless of the overall sizes of these new domains.

### Impact of TAD rearrangement on transcription

To assess whether these recomposed TADs were still able to properly regulate their *Hoxd* target genes, we measured *Hoxd* genes expression using RT-qPCR in autopod cells (Fig. 4a-b). All *Hoxd* genes previously shown to interact with C-DOM [7] displayed somewhat reduced steady-state levels of mRNAs (Fig. 4b). We used RNA-seq to evaluate the transcription of genes located in *cis* of the *HoxD* cluster and could confirm the decreased transcription of posterior *Hoxd* genes in these re-organized genomic topologies (Fig. 4c). In addition, we detected a set of up-regulated genes (Additional file 1: Table S1), including *Dlx1* and *Dlx2*, two genes located a few megabases from the *HoxD* cluster and neighboring islands I and II following the inversion (Fig. 4d, e). 

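E12.5 distal forelimbs were used for strand-specific RNA-seq, 1 library for wild type and 1 for the HoxD Inv(TpSB1-Itga6) allele, each from a pool that the sample labels give as 3 pairs of forelimbs. In this allele a 2.4 Mb segment of chromosome 2 is inverted. The authors mapped the reads to the mouse assembly NCBIM37 and assigned them to transcripts, and the deposited table gives for each of 64053 transcripts, listed by gene symbol and Ensembl transcript identifier, the reads of each library divided by a size factor, with transcripts without reads written as 0.5. Each remaining value was a whole multiple of 1 step per library, so that whole counts, called reads here, could be recovered. They summed to 9280660 reads in the wild-type library and 9466154 in the inversion library. The paper's methods give RPKM per gene as the unit, whereas these values were not divided by transcript length. Transcripts of the same gene were summed, which gave 23157 genes, and the log2 ratio of inversion over wild type was computed with a pseudocount of 1 over the 16756 genes with a mean of at least 10 normalized reads. This log2 scale understates the change of genes with few reads. Positions are those of GENCODE M21 on GRCm38, found through the transcript identifiers, as the table itself gives the chromosome alone. As there is 1 library per genotype, no difference below has a replicate check. The 95% intervals are exact Clopper-Pearson intervals of the inversion library's share of a gene's reads. They cover counting error only and compare these 2 libraries, not the genotypes. Whether a read that fits several transcripts was counted more than once, and whether the assignment used the strand, is not named in the paper's text. If reads were counted more than once, the sums over transcripts hold fewer separate reads. The 95% intervals would then be too narrow, and the exact binomial test below would pass too many genes.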

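The posterior genes Hoxd10 to Hoxd13 lie on chromosome 2 between 74668310 (start of Hoxd13) and 74695105 (end of Hoxd10). Hoxd13 had 2292 normalized reads in the wild-type library and 1503 in the inversion library, a log2 ratio of -0.61 (95% interval -0.70 to -0.51). Hoxd12 went from 1636 to 901 normalized reads, a log2 ratio of -0.86 (95% interval -0.98 to -0.74). The decrease of Hoxd11 was smaller, from 1221 to 957 normalized reads (log2 ratio -0.35, 95% interval -0.48 to -0.23). For Hoxd10, with 784 and 730 normalized reads, the log2 ratio was -0.10 and its 95% interval of -0.25 to 0.04 includes 0, so that a change was not detectable at this depth. The median log2 ratio of the 4 genes was -0.48, at percentile 0 of the medians of 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a p-value. The setting that moved this median most, protein-coding transcripts only, was chosen after seeing the data and gave -0.52. In the authors' deposited table, the adjusted p-value was 0.00533 for Hoxd12 and 0.0952 for Hoxd13, and 1 for Hoxd10 and for each transcript of Hoxd11. The paper states from these profiles that transcription of the posterior Hoxd genes was decreased in the re-organized topology.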

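Among the other genes in cis, Evx2, next to Hoxd13, had a log2 ratio of -0.90 (95% interval -1.06 to -0.74) and Lnp one of -0.36 (95% interval -0.49 to -0.23). On the other side of Hoxd10 the direction changed, with log2 ratios of 0.70 for Hoxd9, 1.06 for Hoxd8, 2.03 for Hoxd4 and 2.86 for Hoxd3. The wild-type library had only 16 reads of Hoxd4 and 18 of Hoxd3, and the transcripts of these 2 genes overlap, so their reads cannot be separated with certainty. In the authors' deposited table, no transcript of Evx2, Lnp, Hoxd9, Hoxd8 or Hoxd4 had an adjusted p-value under 0.05. For Hoxd3, only a transcript annotated for nonsense-mediated decay did. Hoxd1 had 1 read in wild type and 0 in the inversion. Between Itga6 and Lnp, 22 genes passed the filter, with a median log2 ratio of -0.02 (percentile 48.9 of matched random lists). This stretch was taken for the inverted segment but reaches beyond it on the Lnp side. There, the paper states, islands III and IV kept their genomic distance to Hoxd13. Atf2 had a log2 ratio of -0.04, Ola1 one of -0.27 and Sp9 one of 0.72 (95% interval 0.48 to 0.98). Chrna1 had one of 0.94 (95% interval 0.47 to 1.44, from 56 and 111 reads). Rapgef4 had one of -0.47, with a 95% interval of -1.22 to 0.23 from 41 and 30 reads. For these genes an effect in cis was not separated from a difference in tissue between the pools, where muscle genes rose by a median log2 ratio of 0.73. Itga6 itself had a log2 ratio of 0.30. In the authors' deposited table, 2 of its 8 transcripts were higher, with log2 fold changes of 5.59 (adjusted p-value 1.47e-06) and 2.54 (adjusted p-value 0.000847), and the adjusted p-value of each other transcript was 1. The 3 genes within 1 Mb of Hoxd1 on the telomeric side had a median of 0.02 (percentile 68.3), a value that became -0.17 over 10 genes without the filter.

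**Figure D1:**
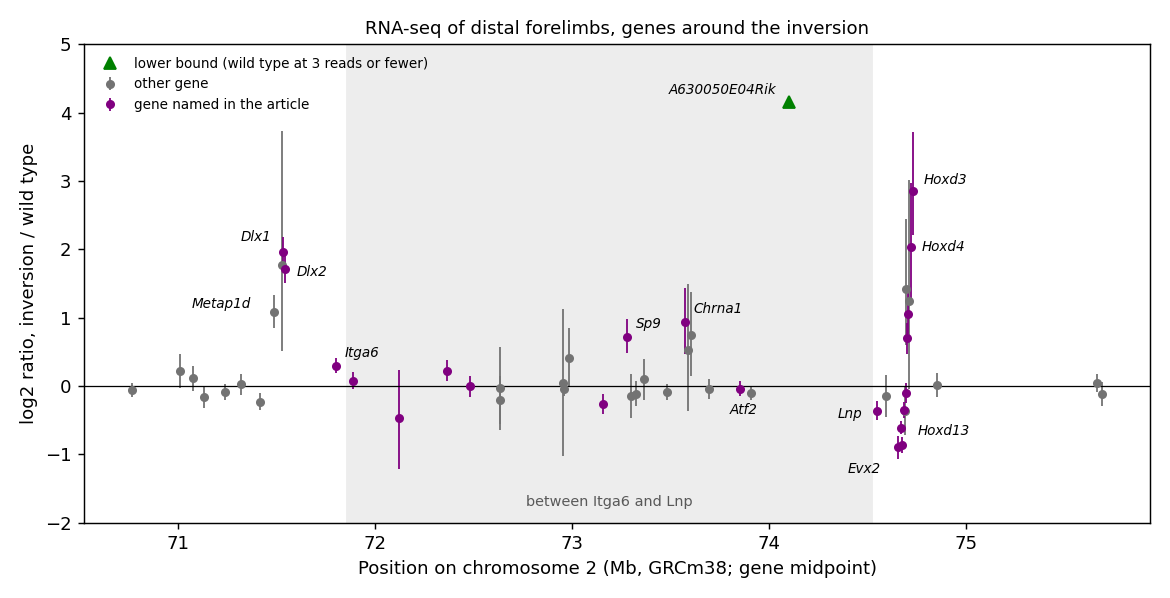
Log2 ratio of normalized reads, inversion over wild type, against the midpoint of each gene on chromosome 2 (Mb, GRCm38), for 51 genes with a mean of at least 10. Points are single ratios of 1 library per genotype with 95% intervals, the triangle is a lower bound, and the grey area lies between Itga6 and Lnp. It reaches beyond the inverted segment on the Lnp side. Evx2 stands at -0.90 and Hoxd3 at 2.86.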

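Dlx1 (chromosome 2, 71528113 to 71533981) had 217 normalized reads in the wild-type library and 845 in the inversion library, a log2 ratio of 1.96 (95% interval 1.75 to 2.19). Dlx2 (71543408 to 71546754) went from 223 to 734 normalized reads, a log2 ratio of 1.72. Compared with the 500 genes nearest in mean expression, Dlx1 was at percentile 100 and Dlx2 at percentile 99.8. The median of both log2 ratios was 1.84, and 1.76 when the transcript with the highest mean stood for each gene. An antisense gene, Dlx1as, chosen after its values were seen, overlaps Dlx1 and had 5 and 20 reads. In the authors' deposited table, the lowest adjusted p-value was 0.000435 for a transcript of Dlx1 and 1.11e-06 for one of Dlx2. The 9 other genes within 1 Mb of Itga6 on this side had a median log2 ratio of 0.02 (percentile 81.7 of matched random lists). This median became -0.09 with the transcript of highest mean. Of these 9 genes, 5 were higher and 4 lower. Among the higher ones was Metap1d, the neighbour of Dlx1, at 1.08 (95% interval 0.85 to 1.33), also chosen after its values were seen. The paper relates the up-regulation of the pair to their position next to islands I and II after the inversion.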

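Over all genes that passed the filter, 668 were at least 2-fold higher in the inversion library and 81 at least 2-fold lower, while the median log2 ratio of all genes was -0.02. Without the filter on low values these numbers were 1992 and 1089. Among the 11831 genes with a mean of at least 100 normalized reads, 139 were higher and 12 lower. The highest log2 ratios belonged to genes with few reads. A630050E04Rik had 0 reads in wild type and 55 in the inversion, at least 17.9-fold higher. Tm6sf2 was at least 13.0-fold higher, and the small nucleolar RNA genes Snora31 and SNORA8 were at least 7.48-fold and 7.15-fold higher. Lgals4 went from 4 to 58 reads. The lowest log2 ratio was that of Xist, with 2607 reads in wild type and 13 in the inversion (-7.58). It was followed by 1810046K07Rik, at least 6.84-fold lower, Lrat with 69 and 5 reads, Htr3a, at least 11.6-fold lower, and Dpt with 78 and 13 reads. The bounds on a fold are taken against 3 reads and leave out counting error. An exact two-sided binomial test on the recovered reads, added after seeing the data, compares the 2 libraries and not the genotypes. At an adjusted p-value of 0.05 (Benjamini-Hochberg), 2068 genes were higher and 1318 lower by this exact test, among them 536 of the genes at least 2-fold higher and 54 of those at least 2-fold lower. In the authors' deposited table, 520 transcripts of 453 genes were higher and 290 transcripts lower at an adjusted p-value under 0.05. Table S1 was not used here.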

We confirmed the apparent transcriptional up-regulation of *Dlx1* by RNA FISH and observed a clear increase in signal intensity specifically in distal forelimb cells. In cells from the retina, a tissue where *Dlx1* is already expressed [27] but where the regulatory islands I and II are normally not functional, this transcriptional boost was not detected (Fig. 4f).

**Fig. 4:**
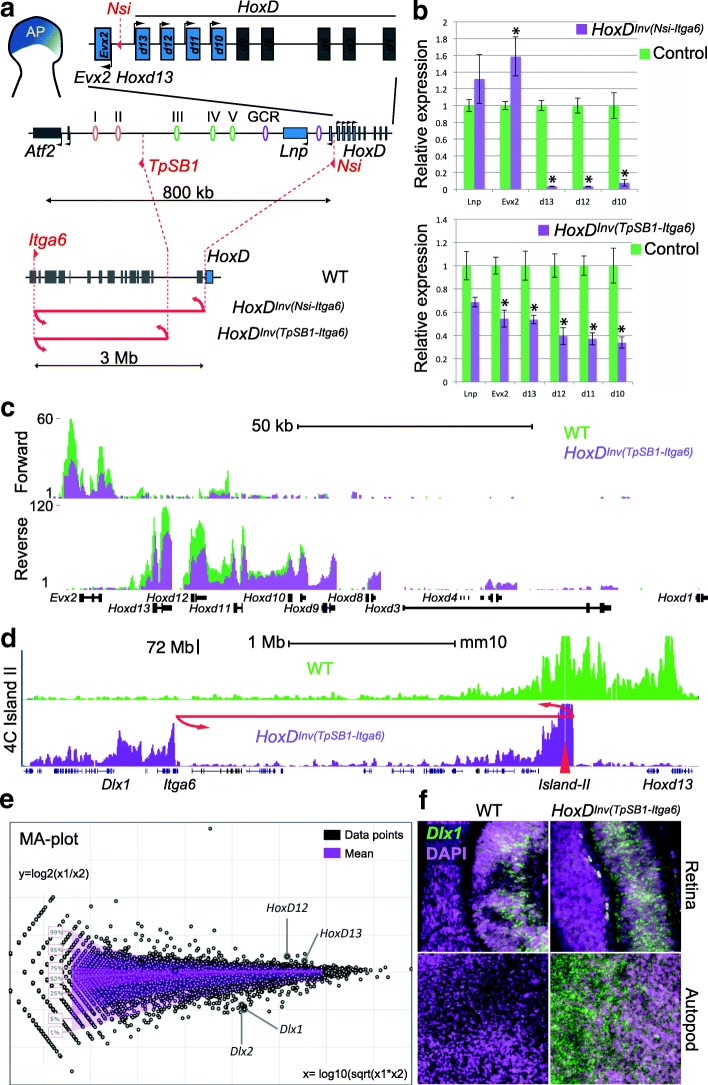
Impact of large inversions on transcription. **a** Two large inversions displacing regulatory islands away from *Hoxd13*. The *HoxD* cluster and the *Evx2* gene are shown on the *top* as well as C-DOM along with the position of the genes. The enhancers and the two breakpoints are depicted *below* in *red* (TpSB1, *left*; Nsi, *right*). At the bottom and using a different scale, the extent of the inversion is shown. **b** RT-qPCR quantification of target *Hoxd* gene mRNAs in presumptive digit cells either from the inversion mutant (*purple*) or from control (*green*) cells show a significant loss of *Hoxd10* to *Hoxd13* transcripts in both inversions. *Error bars* represent standard deviation (n = 3); *p < 0.05 (*t*-test). **c** Strand-specific RNA-seq profiles showing reduced transcription when the 2.4-Mb *HoxD* ^*Inv(TpSB1-Itga6)*^ inversion was used (*green*, wild type (*WT*); *purple*, inverted allele). **d** 4C-seq profiles using island II as a viewpoint (*red triangle*) in forelimb autopod cells from WT (*green*) and *HoxD* ^*Inv(TpSB1-Itga6)*^ inversion (*purple*) showing the gain of contacts with the *Dlx1* locus in the inversion allele. **e** Changes in expression as measured by RNA-seq are represented as a MA plot, with *Hoxd12* and *Hoxd13* down-regulated in the inversion (as in **b**) whereas *Dlx1* and *Dlx2* were up-regulated. *Dlx1* up-regulation is controlled by RNA FISH in **f**, with the upper panels showing the retina and the lower panel distal limb autopod cells (both in E12.5 embryos)

### Pre-determined reallocation of contacts

The interactions observed between *Hoxd13* and the DNA relocated after the large inversion suggested that genomic distance represents a physical constraint in the building of the C-DOM TAD structure. Alternatively, this inversion may have led to the redistribution of boundary elements, leading to a novel TAD. To address this issue, we used a series of deletions internal to C-DOM in order to modify internal genomic distances (Fig. 5, *del-1* to *del-4*). We compared the 4C profiles of the various deleted configurations in autopod cells (Fig. 5; Additional file 1: Figure S4) and noted a high conservation of sequence-specific interactions, regardless of which internal segment of the TAD had been removed (Fig. 5b). Contacts persisted on the remaining islands independent of the change in genomic distances, indicating that the global TAD structure in itself does not seem to be required for all internal contacts to be optimally established.

**Fig. 5:**
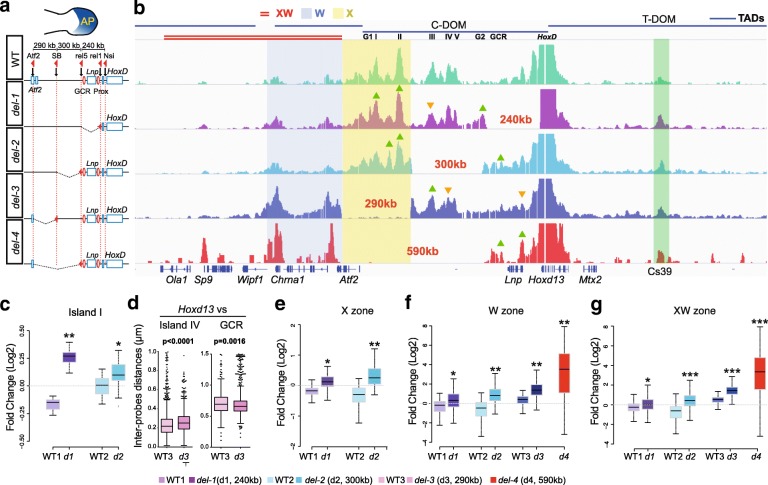
Reallocation of long-range contacts in reorganized TADs. **a** Forelimb bud with the autopod in *blue* is shown *above* the deletion series with the various positions of loxP site used to engineer the deletions (*red arrowheads*). **b** 4C interaction profiles from autopod cells with *Hoxd13* as a bait in control (wild type (*WT*), *green*), *del-1* (*purple*), *del-2* (*light blue*), *del-3* (*dark blue*), and *del-4* (*red*). The four *horizontal bars* on *top* represent the TADs as taken from [9]. The position of the islands is indicated below the bar of C-DOM. The X zone is highlighted in *yellow*, the W zone is highlighted in *blue*, and the *double red line* on *top* indicates the XW zone. The *triangles* indicate statistically significant increases (*green*) or decreases (*orange*) in contacts (*p* < 0.05 using Dunn test using *p* value adjustment with the Benjamini–Hochberg procedure). **c**, **e**–**g**, The Y-axis represents a log2 scale. **c** Fold change on specific contacts as observed in **b** for island I. **d** Distance measurements from 3D DNA FISH between *Hoxd13* and island IV (*left*) and GCR (*right*) in autopod cells from WT and *del-3* specimens. **e** Fold change in “region X” (highlighted in *yellow* in panel **b**). **f** Fold change in the “W zone”, highlighted in *blue* and centromeric to all deletions. **g** Fold change in the “XW zone”, a 590-kb region (highlighted in *red*) containing the W zone and extending further centromeric to all four deletions. *p < 0.0001; **p < 10^-30^; ***p < 10^-80^ (compared with a Wilcoxon rank sum test)

In the *del-1* allele, shortening the distance between the islands and their target genes by 240 kb had little effect on their interaction profiles (Fig. 5b). Statistical analyses, however, revealed that when islands I and II were positioned at the places of islands III and IV through the *del-1* deletion, their interaction peaks increased in intensity (Fig. 5c; Additional file 1: Figure S4c). Instead, the island III peak, which was shown to be specific to digit cells [15], was reduced even though located closer to its interacting genes in terms of genomic distance (Additional file 1: Figure S4d). Such slight modifications in peak intensities were also observed in the *del-2* and *del-3* deletions (Fig. 5b, green and orange arrowheads, and Fig. 5c; Additional file 1: Figure S4c, d; log2 fold change compared to their wild-type littermates).

Of note, whenever a particular deletion induced the strong re-enforcement or even the appearance of an interaction peak not detected in control cells, this sequence usually corresponded to a region of specific interaction in another cellular context or, alternatively, in another TAD. The first case was best illustrated by the *del-1* allele, where interactions involving *Hoxd13* were increased with the GT1 and GT2 sequences (Additional file 1: Figure S4c, d). These two enhancers normally interact with this gene but only in the developing genitals and not in developing digit cells [17]. They were, however, recruited in the novel regulatory topology induced by this particular deletion.

The second case was observed with the *del-3* and *del-4* mutant alleles. The *del-3* deletion triggered *Hoxd13* to establish two major contacts upstream of its usual proximal TAD boundary, within what is the adjacent TAD in the wild-type situation (Fig. 5b, region W). These two interactions peaks, however, could already be observed in the control and *del-1* and *del-2* profiles, where the TAD boundary is not deleted, though with a much lower intensity. Therefore, deletion of the TAD border merely reinforced the contacts, which were already established yet at a much lower frequency (Fig. 5f). This was supported by the largest internal *del-4* deletion, which removed regulatory islands I to V. In this case, the severely decreased expression of *Hoxd13* reported for this configuration [7] correlated well with the robust interaction with the *Sp9* gene. Indeed, these loci were shown to interact with one another when transcriptionally inactive [25]. However, weak interactions with this gene were already detected in control cells, suggesting that these interactions were not fully de novo induced by either reducing the distance or deleting a TAD boundary. However, the contacts extended further in the surrounding region XW until the gene *Ola1* (Fig. 5b).

In the *del-3* allele, we noted that the strong increase in contacts in region W occur even though the genomic distance is the same as in the *del-2* allele, where such gains of contacts were not observed. This was likely due to the removal of the proximal TAD boundary in the *del-3* allele, whereas this boundary is still present in the *del-2* chromosome. In this view, the TAD boundary seems to be important to properly assign interaction strengths to contacts that normally occur, sometimes at very low frequencies. The strong distal interactions in *del3*, leading to what appears to be a fused TAD including C-DOM and region W (Fig. 5b), also slightly re-organized contacts occurring in the proximal part of the TAD, such as an increase in contacts with island III and a decrease with island IV. However, this re-organization involved sequences already interacting, rather than de novo contacts (Fig. 5b).

Finally, any genomic modification of the C-DOM landscape led to an increase of contacts between *Hoxd13* and T-DOM, the TAD located at the opposite side of the gene cluster. This was particularly visible with the Cs39 region, an enhancer active in proximal cells during the development of the zeugopods [15, 28] (Fig. 5b, green bar). However, this region constitutively contacts *Hoxd13* at low levels (Fig. 1a; Fig. 5b, upper 4C profile). This observation suggests that the optimal topological configuration to transcribe *Hoxd13* in digit cells involves the presence of a native C-DOM, as all deletions tested lead to decreases in mRNA levels. In this optimal situation, *Hoxd13* is fully engaged in interacting with the centromeric islands. Whenever a genomic perturbation is induced, *Hoxd13* loses some interactions with C-DOM and thus can be re-directed towards the major T-DOM interactions, concomitant with a change in transcriptional outcome.

### Boundary effects

In the *del-4* allele, where all five islands were deleted, not only did the contacts extend into the neighboring TAD (Fig. 5b, f, zone W) but they were also detected up to a distance similar to the genomic segment that had been deleted (Fig. 5b, g, zone XW), thereby reaching the *Sp9* gene and behind. In the *del-1* and *del-2* alleles, however, the extension of the interactions towards the centromeric side importantly decreased at the *Atf2* gene. In the *del-3* allele, on the other hand, contacts increased up to the *Chrna1* gene yet not really beyond (Fig. 5b). These observations may reflect the presence of a potential TAD boundary as previously mapped by Hi-C [9]. Indeed, the *del-1* and *del-2* alleles did not physically affect such a boundary, whereas the *del-3* allele removed the TAD boundary between C-DOM and the TAD included in region W, allowing for *Hoxd13* contacts to extend into this latter TAD.

However, the results obtained with the *del-4* allele could not be interpreted similarly, for no additional boundary was deleted when compared to *del-3*, yet the interaction profile largely extended into the centromeric region, reaching the *Sp9* and *Ola1* gene bodies (Fig. 5b). Also, in the two large inversions discussed above (Figs. 3e and 4a) where the C-DOM TAD boundary was removed in both cases, the contacts extended up to the same gene, *Rapgef4*. Because *Hoxd13* is located close to a TAD boundary and is surrounded by CTCF sites [29], which are closely associated with TAD boundaries [9, 30–32], we looked at the presence of bound CTCF in these various regions to address these differences.

We performed ChIP-seq for CTCF using E12.5 autopod cells and confirmed the binding pattern previously reported by a ChIP-on-Chip approach using the same embryonic tissue [29]. We also compiled the ENCODE data for CTCF and the cohesin subunit RAD21 and all datasets revealed five CTCF peaks surrounding the *Chrna1* locus, with four being also bound by cohesin (Fig. 6a, b). This further qualifies this region as a TAD boundary and thus explains the re-organized interaction profiles observed with the *del-3* alleles as well as the weak contacts already detected between *Hoxd13* and this region in the *del-1* and *del-2* alleles.

**Fig. 6:**
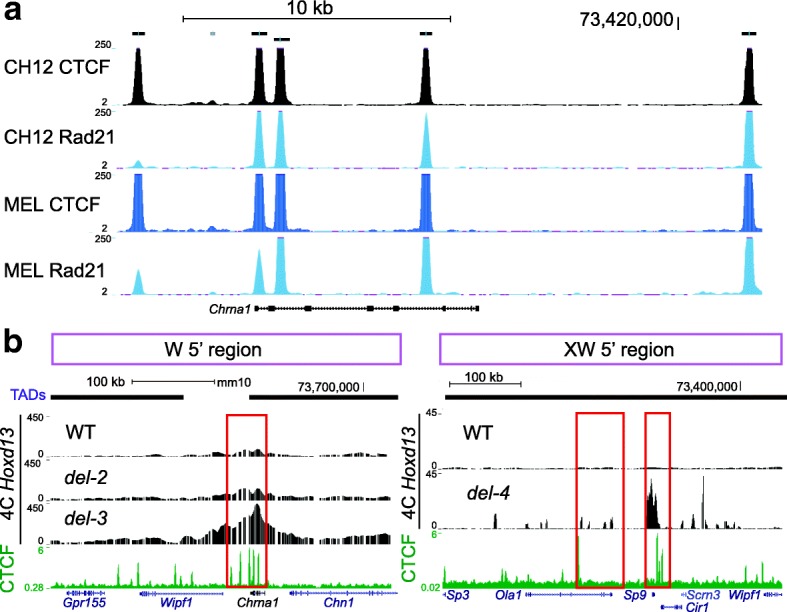
De novo TAD boundaries are CTCF-rich regions. The tracks corresponding to the CTCF and cohesion Chip-seq data were extracted either from ENCODE (**a**) or from our experiments using distal limb bud cells at E12.5 (**b**). They are displayed in the UCSC Genome Browser (https://genome.ucsc.edu/cgi-bin/hgTracks?db=mm9&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr2%3A73563281-73580338&hgsid=601487871_7lJaNpYWWLpaaX1lmfxZSqC4FLKC). The regions emphasized are the DNA segments where contacts drastically decrease, as observed in Fig. 5b. *WT* wild type

Multiple sites bound by CTCF were also scored at the *Sp9* locus (three peaks) and near *Ola1* (one peak), despite the fact that this zone was never reported to be a TAD boundary (Fig. 6b). Finally, we observed a comparable enrichment of CTCF peaks (seven or more) in both the promoter and the *Rapgef4* gene body (not shown). Therefore, while it seems that, under our physiological conditions, the reorganization of topological domains after targeted copy number variation will generally involve the use of bound CTCF as novel landmarks to exert a boundary effect, exceptions exist, such as the *del-4* allele, where the *Chrna1* locus, a strong boundary element, is ignored and interactions established between *Hoxd13* and *Sp9*, which itself lies in the middle of another TAD.

## Discussion

### Multiple interactions

Our 4C-seq experiments identified multiple contacts between more than two sequences at a time, suggesting that the overall interaction profile observed by using millions of cells may represent, at least in part, what is happening within single cells. It nevertheless does not allow us to propose any conclusion regarding the overall dynamics of contacts within this particular C-DOM, i.e., whether the increased occurrence of particular multiple contacts is due to a longer interaction time or, alternatively, to a higher frequency of contacts between the sequences involved. Therefore, while these results suggest that some contacts may be cooperative or perhaps requested to properly bring an enhancer in the vicinity of its target gene, the number of potential TAD configurations and their respective frequencies [20] cannot be predicted. Tripartite interactions at this locus were also studied recently in embryonic stem cells where transcription is not observed and may thus reflect a purely constitutive state [33]. In that study, however, the tripartite interactions were more homogenous and the cold zone was less defined than in digit cells.

This cold zone was identified in our tripartite 4C matrices and corresponds to a region of low contacts when using the *Hoxd13* locus as a viewpoint. This was confirmed by our FISH data, where a sequence falling within this space, the GCR, showed the highest mean distance to *Hoxd13* (Fig. 1c). Also, a previous serial deletion analysis in vivo had suggested that each part of this TAD was functionally rather independent from the others [7]. Altogether, by using several parameters, the TAD sub-region covering islands I to V appeared more dense and structured than the region immediately flanking the *HoxD* cluster in transcriptionally active distal limb cells.

### Contact re-allocations

Of note, out of the numerous analyzed mutant alleles that re-compose the genomic topologies at this locus, none of them produced a strong interaction that had not been observed previously either in a control or in another mutant, nor did they radically suppress any existing interaction. For example, when large inversions were used, none of the contacts left between *Hoxd13* and the remaining parts of the TAD disappeared, despite the re-composition of the structure due to the addition of foreign DNA (Fig. 3). Likewise, when various deletions including parts of the TAD were analyzed, none of the remaining interactions were seriously affected, even when large deletions were used. The *del-2* allele, for instance, removed three strong points of contacts with *Hoxd13* (islands III, IV, and V), yet the interaction profile of *Hoxd13* with the remaining islands I and II was almost as in the control limbs. We take this as a strong indication that individual contacts within a TAD have only a moderate impact upon the global architecture of the TAD.

An exception to this was the behavior of island III, a *Hoxd13*-interacting sequence exclusively detected in developing digits (e.g., [28]). In the *del-1* allele where island III became closer to the cluster as a result of the deletion, its interaction with *Hoxd13* was importantly diminished (Fig. 5b; Additional file 1: Figure S4d). This effect was also observed in the large inversion where both islands I and II had been displaced (Fig. 3d). In these genomic contexts, the loss of island III contacts paralleled the loss of activity of *Hoxd13*, suggesting that part of the functional impact of these re-organizations was due to *in cis* effects on non-deleted sequences, rather than solely to the deleted sequences themselves.

We also noted the appearance, in the *del-1* context, of the two GT1 and GT2 interaction peaks, which are not observed in control digit cells but are present in the developing genitals, where *Hoxd13* is expressed equally strongly (Fig. 5b; Additional file 1: Figure S4) [17, 34]. Therefore, the re-organization of the topological domain resulted in the recruitment of sequences that are used in a different context to control the same target gene. These results suggest that potential sites of interactions are fixed, but that tissue-specific TAD architectures can select a defined subset thereof in a given regulatory context. Unfortunately, we could not directly assess whether these two sequences actively participated in the transcriptional outcome of the domain or, alternatively, whether these contacts were purely induced by the new topology adopted after the *del-1* deletion without any particular effect.

### TAD modularity

The various regulatory islands do not seem to require a domain structure to exert their functional potential. They need not be embedded into a TAD to properly work, as shown by both deletion and transgenic analyses [7, 17], suggesting that TADs at *Hox* loci have a modular structure. This was confirmed by functional analyses of some of the mutant configurations used in this work. For example, the transposition of islands I and II close to the *Dlx1/Dlx2* locus outside of their “native” TAD lead to the up-regulation of these two genes in a domain where they are normally not transcribed. Such regulatory side effects [35] can often be observed after large *in cis* [36, 37] or *in trans* [38] genomic re-arrangements. 

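In the wild-type library of distal forelimbs, Dlx1 was counted with 214 reads and Dlx2 with 220. Of the 21470 genes with at least 1 read in that library, 55.4% had a lower normalized value than Dlx1 and 55.9% a lower one than Dlx2. In the inversion library these shares were 83.2% and 80.0% of 22395 genes. As the values were not divided by transcript length, such a rank also depends on the length of the transcripts. The libraries hold RNA of whole distal forelimbs and do not show which cells the reads came from.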

As the *Dlx1*-*Dlx2* locus is normally covered by polycomb complexes in this cell type [28], the contacts with enhancer sequences may help to evict these repressive complexes, as described in the globin system [39]. Aberrant transcriptional outcomes deriving from such CNV-dependent enhancer–promoter re-allocations are likely to cause genetic diseases in a variety of instances [37, 40, 41].

### TAD boundaries, CTCF, and pre-set interactions

The analyses of our mutant genomes where the centromeric *HoxD* TAD was re-configured in different ways revealed two trends, which may reflect more general properties of chromatin folding. The first is that whenever strong interactions were gained between *Hoxd13* and sequences located outside the C-DOM as a result of a deletion, these sequences already displayed some (very) weak interactions in the control situation. Therefore, ectopic contacts were not de novo interactions but rather the re-enforcement of pre-existing weak interactions established despite the presence of the original TAD boundary. The deletion of such a TAD boundary (for example, in the *del-3* allele) induced a strong leakage of *Hoxd13* interactions but specifically towards sequences already weakly contacted in control cells. We take this as an indication that the contact map of a particular gene is likely independent of its TAD environment. In this view, TADs would impose a bias on high-affinity contact distribution by favoring local interactions within a spatial framework over outside contacts.

The re-organization of TADs often involves the presence of architectural proteins such as CTCF and cohesin [37, 42, 43]. Here again, either in the *del3* allele or in our large inversions, the ectopic contacts were gained up to a region rich in such proteins, as in the case of *del-3* where *Hoxd13* interactions could extend up to the *Chrna1* locus, which acted as a new TAD boundary. However, in the *del-4* configuration (a deletion larger than *del-3* but containing the same boundary elements), contacts extended beyond the *Chrna1* locus even though it was bound by CTCF at five positions, four of which also contained cohesin, to reach *Sp9*, another locus with bound CTCF. In this context, increased contacts with Sp9 may also be facilitated by the H3K27 trimethylation of the inactive *Hoxd13* and thus likely reflects polycomb-associated contacts [25]. We consider this an indication that boundary elements are not sufficient to impose a TAD structure and that other parameters may be equally important in shaping chromatin at this structural level. This latter result, along with our observations on the two large inversions, suggests that the physical distance may be important, as TAD re-organization at least at this locus tends to generate interaction profiles of rather comparable sizes, perhaps reflecting intrinsic forces or constraints at work at this scale of the chromatin fiber. This may support the idea, based on FISH data, that the chromatin fiber has a random-walk configuration but confined within a defined volume in the range of megabases [44–46].

## Methods

### Animals

Mice were raised and sacrificed according to good laboratory practice standards. Tissues were isolated from E12.5 embryos, either wild type or mutant for four different deletions as well as two large inversions. The deletions were *HoxD* ^*Del(rel1-rel5)*^ (referred to as *del-1* throughout the paper), *HoxD* ^*Del(rel5-TpSB1)*^ or *del-2*, *HoxD* ^*Del(TpSB1-Atf2)*^ or *del-3*, and *HoxD* ^*Del(rel5-Atf2)*^ or *del-4* [7]. The inversions were *HoxD* ^*Inv(TpSB1-Itga6)*^ and *HoxD* ^*Inv(Nsi1-Itga6)*^ [19]. All deletions and inversions were analyzed by using tissues dissected from homozygous embryos.

### Statistical analysis

For DNA FISH analyses, the differences between samples were evaluated with the Kruskall–Wallis test, followed by Dunn’s multiple comparison post test. For the 4C-seq box plots (Figs. 1 and 5; Additional file 1: Figure S4), the statistical differences between islands and regions of interest (islands, GCR, *Chrna1*, and the three zones described) were assessed by using pairwise Wilcoxon rank sum tests, followed by Benjamini–Hochberg corrections for multiple testing (false discovery rate) [47].

### 3D DNA FISH

3D DNA fluorescent in situ hybridization was as previously described [25, 48]. E12.5 mouse embryos were fixed in 4% paraformaldehyde, embedded in paraffin blocks, and cut at 6 μm. Sections were oriented such that cells belonging to either the distal (autopod) or proximal (zeugopod) parts of the growing limb bud could be unambiguously identified. Probes were prepared by nick-translation with directly labeled nucleotides (Ulysis alexa 647, Life Technologies) biotin- or digoxigenin-UTP using fosmid clones obtained from the BACPAC Resources Center (https://bacpacresources.org) and listed in Additional file 1: Table S2. DNA (100 ng) was used with 7 μg of Cot1-DNA and 10 μg of sonicated salmon sperm DNA. They were labeled using either digoxigenin- or biotin-dUTP by nick translation with fluorescent revelations as described in [48], using either Alexa 647, Alexa 568, or Alexa 488 as fluorophores. Slides were stained with DAPI and mounted in ProLong Gold (Life Technologies). Images were acquired using a B/W CCD ORCA ER B7W Hamamatsu camera associated with an inverted Olympus IX81 microscope. The image stacks with a 200-nm step were saved as TIFF stacks. Image reconstruction and deconvolution were performed using FIJI (NIH, ImageJ v1.47q) and Huygens Remote Manager (Scientific Volume Imaging, version 3.0.3). Distance measurements between probe signals were determined using an automated spot/surface detection algorithm followed by visual verification and manual correction using IMARIS version 6.5, Bitplane AG, and Matlab 7.5, MathWorks SA. Data from Fig. 1 were evaluated using only manual measurements. Statistical significance analyses of distances were performed using Mann–Whitney test (Figs. 1d, 3c, 5d; Additional file 1: Figures S2b and S3b), or using the Kruskal–Wallis test followed by Dunn’s post test (Fig. 1c). The images can be found on Figshare (Fig. 1b, doi:10.6084/m9.figshare.5198161; Fig. 2a, doi:10.6084/m9.figshare.5198242; Fig. 3b, doi:10.6084/m9.figshare.5198326; Additional file 1: Figure S3a, doi:10.6084/m9.figshare.5198386).

### RNA FISH

E12.5 distal limbs were fixed in 4% paraformaldehyde, 15% sucrose and then frozen in OCT. Cryostat sections (25 μm) were dried for 30 minutes, post-fixed in 4% paraformaldehyde for 10 minutes, and quenched with 0.6% H_2_O_2_ in methanol for 20 minutes. Slides were then processed using the Ventana Discovery xT with the RiboMap kit. The pretreatment was performed with mild heating in CC2 for 12 minutes, followed by protease3 (Ventana, Roche) for 20 minutes at room temperature. Finally, the sections were hybridized using an automated system (Ventana) with a *Dlx1* probe diluted 1:1000 in ribohyde at 64 °C for 6 h. Three washes of 8 minutes in 2× SSC followed at a hybridization temperature of 64 °C. Slides were incubated with anti-DIG POD (Roche Diagnostics) for 1 h at 37 °C in BSA 1% followed by a 10-minute revelation with TSA substrate (Perkin Elmer) and 10 minutes in DAPI. Slides were mounted in ProLong fluorogold. Images were acquired using the same procedure as for DNA FISH. The images can be obtained on Figshare (doi:10.6084/m9.figshare.5198359).

### RNA-seq

E12.5 distal forelimbs were dissected and isolated using Trizol LS reagent (Life Technologies) to generate total RNA tissue samples. RNA-Seq was performed according to the TruSeq Stranded Illumina protocol, with poly(A) selection. The strand-specific total RNA-seq libraries were constructed according to the manufacturer’s instructions (Illumina). Sequencing was done using 100-bp single-end reads on the Illumina HiSeq system according to the manufacturer’s specifications. RNA-seq reads were mapped to ENSEMBL Mouse assembly NCBIM37 and translated into reads per gene (RPKM) using the RNA-Seq pipeline of the Bioinformatics and Biostatistics Core Facility (BBCF) HTS station (http://htsstation.epfl.ch). RNA-seq data can be found in the Gene Expression Omnibus (GEO) repository under accession number GSE98232.

### 4C-seq

Micro-dissected E12.5 proximal or distal limb bud tissues were dissociated, fixed with 2% formaldehyde, lysed, and stored at −80 °C. The nuclei from ten pairs of distal or proximal forelimbs were then digested with a sequence of NlaIII and DpnII, followed by amplification according to [49]. The ligation steps were performed using high concentrated T4 DNA ligase (M1794, Promega) and the inverse PCRs for amplification were carried out using primers specific for the various viewpoints [50]. *Hoxd13* amplification primers were previously described [50]. PCR products were multiplexed and sequenced with a 100-bp single-end Illumina HiSeq flow cell. Demultiplexing, mapping to the mouse assembly GRCm38 (mm10), and 4C-Seq analysis were performed using the BBCF HTSstation (http://htsstation.epfl.ch and [51]), according to [50]. Briefly, the 4C-Seq fragments directly surrounding the viewpoints (2 kb) were excluded for the rest of the analysis. Fragment scores were normalized to the total number of reads mapped and smoothed (running mean with a window size of 11 fragments). For comparison purposes, the 4C-seq profiles were normalized to the mean score of fragments falling into a region defined as the bait coordinates plus or minus 1 Mb. In Fig. 1, a profile correction method similar to that described in [52] was applied to emphasize the relevance of long-range interactions with the islands. This was done using a fit with a slope −1 in a log-log scale [53]. For quantification of 4C-seq profiles in specific islands or regions of interest (box plots in Additional file 1: Figure S2 and Fig. 5), the smoothed data, with or without profile correction, were used. When appropriate (e.g., signals in Fig. 1b), replicates were combined by averaging the resulting signal densities. In Fig 5 and Additional file 1: Figure S4, quantitative log2 ratios were calculated by dividing the fragment scores with the means in WT1, WT2, and WT3. The number of mapped reads for each sample were as follows: in Fig. 1 (wild type only), 19,160,126 for autopods and 13,257,140 for zeugopods; in Figs. 3 and 4 (inversions) 9,050,395 for *Hoxd13* and 4,134,080 for island II; in Fig. 5 (deletion series), 3,722,913 for WT1, 3,812,342 for del1, 8,943,042 for WT2, 6,112,348 for del2, 6,494,171 for WT3, and 6,702,116 for del3. 4C-Seq data are available from the GEO repository under accession number GSE98861. In order to detect tripartite interactions, one of the 4C libraries was re-sequenced as 250-bp single-end. The reads were de-multiplexed using fastx_barcode_splitter (http://hannonlab.cshl.edu/fastx_toolkit/) and the viewpoint sequence was removed except for CATG (first cutter sequence) with seqtk (https://github.com/lh3/seqtk). Then they were trimmed for low quality and the presence of GATC (second cutter sequence) with cutadapt (cutadapt -q 10 -a GATC) [54]. Next, they were split if a CATG was present. The 5′ part of the split reads (hereafter referred to as “mid”) and the 3′ part of the split reads (hereafter referred to as “third”) were mapped independently with bowtie [55] (version 0.12.9) on mm10 (bowtie -p 5 -S -k 1 -m 1 -I 0 --best –strata). If the third read did not map, they were split again for CATG and only the first part was now considered as third and mapped. Reads for which the mapping of mid and third were consecutive (undigested situation) were not considered in the analysis. The reads were then pooled according to the mapping position and strand of the mid and the mapping position and strand of the third to remove potential PCR duplicates, resulting in a list of unique tripartite interactions. Each tripartite interaction in the 73.8–74.7 Mb region of chromosome 2 was assigned to a 20-kb bin and the matrix showing the number of different tripartite interactions was plotted.

### CTCF ChIP-seq

A total of 100 mg of distal limbs were dissected from wild-type CD1 embryos at E12.5 and fixed for 10 minutes in 1% paraformaldehyde solution. Fixation was stopped with glycine (0.1 M final concentration) and the pellet was washed three times with PBS and stored at −80 °C. Chromatin extraction and immunoprecipitation were performed using the ChIP-IT High sensitivity kit (Active motif) according to the manufacturer’s specification with slight modifications. Nuclei were extracted and sonicated in 600 μl of sonication buffer (50 mM Tris pH = 8.0, 1% SDS, 10 mM EDTA) using a Vibra Cell tip sonicator to obtain fragments with an average size of 200–300 bp. Subsequently, 25 μg of sonicated chromatin were diluted ten times in ChIP dilution buffer (20 mM HEPES, 150 mM NaCl, 0.1% NP40) and incubated overnight at 4 °C with 4 μg of anti-CTCF antibody (active motif) on a rotating platform. The next day chromatin–antibody complexes were incubated with protein A/G agarose beads for 3 h at 4 °C and successively washed following the manufacturer’s instructions. Finally, they were eluted and purified by phenol:chlorophorm extraction and precipitation. A total of 20 ng of immunoprecipitated DNA was sequenced with a 50-bp single-end Illumina HiSeq flow cell. Sequenced reads were mapped against the mouse GRC38/mm10 genome assembly using the BBCF HTSstation (http://htsstation.epfl.ch) [51] platform. The dataset were deposited in GEO (accession number GSE96558).

### RT-qPCR

RNA was extracted from pools of micro-dissected limbs or parts thereof with the Qiagen Tissue Lyser and Qiagen RNeasy Plus kit. RNA (500 ng) was reverse transcribed using random hexamers and Superscript III (Invitrogen). Relative and absolute qPCR were performed with 1 ng of template in technical triplicate. Primers and protocols were described in [18].

## Additional file

Additional file 1: Figures S1–S4 and **Tables S1** and **S2**.

How the deposited data were processed for this re-analysis (not part of the article)

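RNA-seq was analysed for E12.5 distal forelimbs, with 1 wild-type library and 1 library of the HoxD Inv(TpSB1-Itga6) allele. The other experiments of the article (4C-seq, FISH, RT-qPCR and ChIP) were not analysed here. The authors mapped stranded, poly(A)-selected reads to NCBIM37, assigned them to transcripts with the HTSstation pipeline and deposited 1 table for both libraries. Its signal columns hold, per transcript, reads divided by a size factor of the library by the authors, and the mean of both libraries. The deposited table also holds the authors' ratio as a fold change, its log2 value, a p-value and an adjusted p-value per transcript, from 1 library per genotype. The name and settings of the test behind them are not given in the paper's text. No per-sample column was left unmapped.

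Whole counts, called reads here, were recovered from 100% of the values above 0.5, the value the authors wrote for no reads, which was read as 0. The wild-type library had no reads for 5133 transcripts (8.01%) and the inversion library for 3181 (4.97%). Transcripts were summed to genes by symbol and chromosome. The planned design allowed for normalized values, so the authors' scaling was kept as the main one. A log2 ratio of inversion over wild type was taken with a pseudocount of 1, over genes with a mean of at least 10, and genes were counted at a 2-fold threshold. A fold against a library with 3 reads or fewer is given as a lower bound. Gene lists for tissue composition and embryo sex were written before the data were examined, as were the alternatives unless stated otherwise and the rule for the genes named. That rule takes every gene named in the article's text or in Figs. 3 and 4, and the 5 genes with the highest and the 5 with the lowest log2 ratio. Zak is listed as B230120H23Rik, found through its transcripts in GENCODE M21, and had a log2 ratio of 0.23. Pdk1 (0.08), Cdca7 (-0.01), Alx4 (0.30) and Cd44 (0.51) are the other genes of the rule. Metap1d, Dlx1as, Arhgap19 and Dicer1 were chosen after their values were seen. Among the genes of the lists, 1 was left out where genes are given singly or their reads summed, and is not reported here.

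A list is described by the percentile of its median among 10000 random lists matched gene by gene on mean expression, drawn from the 200 nearest genes. The alternatives were scaling by the total, scaling by the upper quartile, pseudocounts of 5 and 0.1, no filter, a mean of at least 100, the transcript with the highest mean, thresholds of 1.5-fold and 4-fold, and windows of 0.5 and 2 Mb. Added after seeing the data were protein-coding transcripts only, and an exact binomial test on the recovered reads. Positions, transcript types, lengths and GC content come from GENCODE M21 on GRCm38, another build than that of the mapping, matched by transcript identifier for 88.1% of transcripts. No coordinate was converted, and 96.7% of the genes passing the filter had a position.

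The steps were tested on simulated libraries of 23157 genes. Of 200 genes changed 4-fold, drawn only from genes with a mean of at least 50, 200 were found at least 2-fold changed in the right direction. Recovery nearer the filter was not tested, although 355 of the 668 higher genes had a mean of at least 10 and below 30. Among 16533 unchanged genes that passed the filter, counting noise alone put 53 at least 2-fold higher and 50 at least 2-fold lower. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.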

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

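The tests of explanations in this part were chosen after the results were seen, while the gene lists, windows and scalings were set before. Of 17 gene lists and windows other than Hoxd10 to Hoxd13 and the Dlx pair, 5 had a median above that of nearly all matched random lists. The article does not discuss the genes of these 5 in these libraries. In addition, 1 gene of the region had no reads in wild type. A further 3 of the 17 had a median below that of nearly all matched random lists.

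The list of anterior Hoxd genes, of which Hoxd3, Hoxd4, Hoxd8 and Hoxd9 passed the filter, had a median log2 ratio of 1.54, and each of the 4 genes was higher in the inversion library under each scaling. GC content does not account for it, since the median stayed 1.56 above that of genes of similar GC. Over protein-coding transcripts alone each of the 4 genes was still higher, from 0.70 for Hoxd9 to 3.18 for Hoxd3, with a median of 1.54. The values of Hoxd4, Hoxd8 and Hoxd9 are the same under that setting, so only Hoxd3 could move the median. These values argue against a rise confined to retained-intron or other non-coding transcripts of the 4 genes. Whether intronic reads were counted in their coding transcripts was not decided. Proximal limb tissue in the inversion pool would raise the proximal list (Meis1, Meis2, Shox2, Irx3 and Irx5), whose median was -0.29, with Shox2 alone higher (0.91). What stays open is tissue from between the proximal limb and the digits: Hoxa11 was above Hoxa13 by 0.49 on the log2 scale, with intervals that do not overlap, and a cut placed more proximally in the inversion pool may have added such cells. This is a hypothesis. An effect of the inversion on these genes in cis is also open and was not tested.

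Hoxa9, Hoxa10, Hoxa11 and Hoxa13 had a median log2 ratio of 0.51, the 8 muscle genes one of 0.73 (7 higher, with Pax3 lower) and the 6 chondrogenic genes one of 0.62 (5 higher, with Sox9 lower). Hoxa13 is also in the distal limb list. All 11 HoxA genes passing the filter were higher (median 0.61), while the 9 HoxC genes had a median of 0.04. Genes of similar GC do not explain the 3 lists, whose members together were 0.72 above them. The pools may differ in developmental stage or dissection. This cannot be told apart from genotype with 1 pool each and no list of stage markers, and the erythroid list moved the other way (-0.17).

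The 4 Y-linked genes found, Ddx3y, Eif2s3y, Kdm5d and Uty, had a median log2 ratio of 1.78, with the Xist change in the opposite direction. Loss of long transcripts would have lowered the other genes with transcripts of at least 10000 nt, whose median was 0.10. Different shares of male and female embryos in the pools fit both, since the Y-linked genes together were 3.33-fold higher in the inversion library. Embryo sex is thus confounded with genotype in each comparison of these libraries.

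A630050E04Rik (chromosome 2, 74100924 to 74102342, a long intergenic RNA gene between Atf2 and Lnp) had 55 reads in the inversion library and 0 in wild type. Counting noise is excluded for these libraries by a 95% interval that starts at 3.81 on the log2 scale, and long intergenic RNAs in general rose by a median of 0.24. Reads from the modified chromosome, and a true change of this gene in the inversion, both stay open and were not tested.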

How the results depend on the processing

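No paired analysis was possible because there is 1 library per genotype. The medians of Hoxd10 to Hoxd13 (from -0.52 to -0.46) and of Dlx1 and Dlx2 (from 1.76 to 1.87) kept their direction under each alternative run for them.

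The counts of genes depended most on the filter and the threshold. Without the filter, 1992 genes were higher and 1089 lower, and with a mean of at least 100, 139 and 12. At 1.5-fold there were 1577 and 341 genes, and at 4-fold 113 and 13. Over protein-coding transcripts only, an alternative chosen after seeing the data, 412 were higher and 110 lower, and 333 of the higher genes were shared with the main setting. The share of higher genes among those changed was 78.9% there, against 89.2% in the main setting. Without the filter it was 64.7%, the share furthest from the main setting. It was 89.3% with total scaling and 88.7% with upper quartile scaling. These scalings shift the log2 ratios by only 0.0075 and -0.0179 and so test little.

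Some medians near 0 changed sign. The telomeric side of Hoxd1 was at -0.17 without the filter, and the side of Dlx1 at -0.0183 with a mean of at least 100 and at -0.0866 with the transcript of highest mean. The immediate early list was at 0.0075 without the filter and at 0.11 with a mean of at least 100, both against -0.05 in the main setting. The Schwann and neural crest list was not near 0 in the main setting (0.31), but was at -0.0018 with a mean of at least 100, which leaves 2 genes, and at 0.0442 with the transcript of highest mean. Others moved without changing direction. The anterior Hoxd list was at 0.88 with a mean of at least 100, which leaves Hoxd8 and Hoxd9. Without the filter, which adds Hoxd1, it was at 1.06. The chondrogenic list moved to 0.37 with a mean of at least 100 and to 0.73 with the transcript of highest mean. The X inactivation list moved to -3.50 without the filter, which adds Tsix. Apart from the genes a filter adds or removes, the cause was not tested.

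Of 200 values for single genes under an alternative, 196 kept their direction and stayed within their counting interval, 3 left it and 1 changed sign within it (Cdca7, 0.0004 with total scaling). A filter does not change a single gene's ratio. Depth limits Hoxd1, Hoxd3, Hoxd4 and Rapgef4, which have few reads.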

Differences from the paper's values

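The paper's values here are from RT-qPCR (n = 3, with the SD as error bars, in its legend) and are compared with the RNA-seq ratio of normalized reads, inversion over wild type. For Hoxd11 the paper shows about 0.37 in Fig. 4b, read by eye, and the ratio here was 0.784. For Hoxd10 the paper shows about 0.34 in Fig. 4b, read by eye, and the ratio here was 0.931. None of the alternatives set before the data were examined closed either gap (0.774 to 0.811 for Hoxd11, and 0.920 to 0.936 for Hoxd10). For 3 other genes the ratio here was also above that of the paper, by less than 1.5-fold. The paper shows about 0.53 for Hoxd13 in Fig. 4b, read by eye, against 0.656 here. It shows about 0.40 for Hoxd12 in Fig. 4b, read by eye, against 0.551 here, and about 0.68 for Lnp in Fig. 4b, read by eye, against 0.779 here. For Evx2 the paper shows about 0.54 in Fig. 4b, read by eye, against 0.536 here.

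Among these 6 genes, Fig. 4b shows the ratio of Hoxd10 at the lower end, within the SD of Hoxd11 and Hoxd12, and it was the highest one here. The legend of Fig. 4 reports a loss of Hoxd10 transcripts by RT-qPCR. In the RNA-seq libraries, the 95% interval of the log2 ratio of Hoxd10 was -0.25 to 0.04. The discussion describes Dlx1 and Dlx2 as normally without transcription in the domain where they rose. In the wild-type library of whole distal forelimbs they had 214 and 220 reads.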

Other observations

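All tests in this part were chosen after the results were seen.

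Those tests weigh explanations. The gene lists and the filters on the mean that they draw on were set before the data were examined. Along the cluster the log2 ratio changed with position, from -0.90 at Evx2 and -0.61 at Hoxd13 to 0.70 at Hoxd9 and 2.86 at Hoxd3. As a hypothesis, fewer digit cells in the inversion pool could lower the posterior genes. Hoxa13 would then fall as well, and its log2 ratio was 0.12. All 11 HoxA genes were higher, however, so Hoxa13 alone cannot decide this. Of the distal limb list, which includes Hoxa13, 4 genes were lower and 3 higher (median -0.06). Among the lower ones, Lhx2 was at -0.43 (95% interval -0.56 to -0.30) and Msx1 at -0.22 (-0.33 to -0.11). Fewer digit cells thus stay open. A difference in embryo sex cannot be told apart from genotype for this pattern, as each genotype has 1 pool. X-linked genes other than Xist had a median of -0.0457.

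For Dlx1 and Dlx2, cells of the forebrain would bring their other transcripts. Only part of the forebrain list was used for this test. Its genes Gad2, Lhx6 and Dlx6os1 together had 119 reads in wild type and 93 in the inversion, and Gad2 had 1 and 0. Each of these 3 genes also had reads in the wild-type limb. Over protein-coding transcripts only, the median of Dlx1 and Dlx2 was 1.87. Over all their transcripts it lay 1.84 above that of genes of similar GC. Embryo sex stays open here, since the Y-linked genes were 3.33-fold higher in the same library. Metap1d, the neighbour of Dlx1 on the side away from Itga6, was higher as well (log2 ratio 1.08, 95% interval 0.85 to 1.33). It overlaps Dlx1as, which was also higher (1.78).

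Far more genes were at least 2-fold higher than lower in the inversion library. Counting noise would be even on both sides, but 139 genes were higher against 12 lower at a mean of at least 100. A factor per library shifts all genes alike, and counted from the median of all genes 692 were at least 2-fold higher and 80 lower. After taking off the median of genes of similar GC, 602 were higher and 70 lower, over the 15198 genes with a GC value (86.5% of the higher genes have one). In each of 10 classes of genes by length the higher genes exceeded the lower ones by at least 28. Part of the excess may come from intronic RNA. In 74.8% of 3527 genes the retained-intron transcripts rose above the protein-coding transcripts, and 25 of 34 small nucleolar RNA transcripts were at least 2-fold higher. Over protein-coding transcripts only, 412 genes were still at least 2-fold higher and 110 lower. Whether intronic reads were counted in coding transcripts was not decided, so intronic RNA stays open for the rest as well. Embryo sex cannot be told apart from genotype here either.

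In the authors' deposited table, 576 of the 810 transcripts with an adjusted p-value under 0.05 (71.1%) belong to genes whose summed reads changed under 1.5-fold, and 341 had no reads in 1 library. A transcript of Arhgap19 went from 0 to 867 reads while the gene had 1433 and 1180, and a transcript of Dicer1 from 714 to 0 while the gene had 2496 and 2553. Reads assigned to another transcript of the same gene may explain these calls. A true change of isoform was not tested.

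The remaining lists had these medians of log2 ratio, with the percentile among matched random lists. The distal limb list was at -0.06 (36.9), the apical ectodermal ridge list at -0.18 (3.74), the endothelium list at -0.11 (12.7), the Schwann and neural crest list at 0.31 (92.2), the forebrain list at -0.36 (7.38) and the immediate early list at -0.05 (37.2). The proximal limb list was at percentile 0.21 and the erythroid list at 0.75. Of the X inactivation list, Xist alone passed the filter.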
